A study of Mus musculus with 4 samples.

How the data were processed

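The series holds 4 libraries of mouse bone marrow cells that were sorted as donor-derived (CD45.2 positive), lineage negative, Sca1 positive and Kit positive, a population called LSK that holds blood stem cells and early progenitors. The cells were taken 10 weeks after transplantation. There was 1 library per genotype: control, Mll3 deleted, Mll4 deleted, and both deleted. Mll3 and Mll4 are the proteins of the genes Kmt2c and Kmt2d. Groups were taken from the sample titles. The number of mice behind each library was not stated. Libraries are named here by their labels (Mll3-labelled, Mll4-labelled and Mll3/4-labelled) because Kmt2d was not clearly lower in either library with an Mll4 label.

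The deposited values were raw counts of unique molecular identifiers (UMIs) and of antibody tags per cell barcode, in sparse matrices. Per the labels' protocols, the libraries were made with the 10x Genomics Chromium droplet 3-prime chemistry and feature barcodes. Per the file headers, the matrices were written by Cell Ranger 6.1.1. The genome build and the filter that chose the barcodes were not stated. Each matrix covered 32285 genes and 6 antibodies (CD150, CD48, CD201, CD135, CD117 and CD34). Coordinates are from GENCODE mouse release 21 on GRCm38, in which 32158 of the 32285 gene identifiers (99.6%) were found.

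Barcodes with at least 1000 genes and at most 10% mitochondrial UMIs were used. Scrublet's own threshold called 3, 3, 152 and 1 doublets in the control, Mll3-labelled, Mll4-labelled and Mll3/4-labelled libraries, which is too few for the caller to have worked in 3 of the 4. The highest scores were therefore removed as planned, at 0.8% of cells per 1000 cells. That took out 423, 298, 184 and 180 cells in the same order. This share was computed on the cells that passed the filter.

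Cells are not replicates, and with 1 library per genotype no difference has a replicate check. No test was run and no p-value was computed. UMIs were summed over the cells of a library and scaled to the library total (CPM), and ratios to the control were taken as log2 after adding 0.5 UMIs. Intervals cover counting error only, at the 95% level: exact Poisson for sums, exact binomial (Clopper-Pearson) for shares of cells, and 200 Poisson redraws for list medians. Alternatives of the SD across genes and of the correlations were judged against the full range of 20 Poisson redraws, which is not a 95% interval. Where the control had 0 UMIs, the ratio was taken against 3 UMIs, the most that a count of 0 was taken to allow, and the lower limit of the exact ratio interval is given beside it. Genes with a mean of at least 20 CPM were used for list medians and for the SD across genes, which was computed after thinning the 4 sums to 48049285 UMIs each. Pearson and Spearman correlations across genes were computed between ratios that share the control, and the Pearson values were set beside 20 simulated sets of unchanged libraries.

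Gene lists for HSC, myeloid, B lymphoid, interferon response, S phase and G2M phase, each of 16 genes, were written before the data were examined. So were the cell type markers, the gates, and the rule for genes named in the text: the 5 highest and the 5 lowest log2 ratios per mutant library among genes with at least 50 CPM in 1 of both libraries. That rule left out mitochondrial, ribosomal protein, haemoglobin, immunoglobulin and T-cell receptor segment, sex-linked (Xist, Tsix and Y) and unnamed genes. Each list median was placed among 10000 random lists matched on mean expression. A list of 10 immediate early genes was added later.

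Antibody counts were turned into a centred log ratio (natural log) per cell over the 6 antibodies. Gates used 1 threshold per antibody for all libraries, the crossing of a Gaussian mixture. They were HSC (CD150+CD48-CD135-), MPP1 (CD150-CD48-CD135-), MPP2 (CD150+CD48+CD135-), MPP3 (CD150-CD48+CD135-), MPP4 (CD150-CD135+) and CD150+CD135+. On simulated cells the lowest share placed in the right gate was 91.0% with centring and 99.8% without. CD135 counts formed 1 mode, so gates that rest on CD135 split a continuous signal. Expression within a gate was computed where each library had at least 100 cells in it.

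Cells of the 4 libraries were clustered together without batch correction (2000 variable genes, 30 principal components, 15 neighbours, Leiden resolution 0.6). A cluster was named when at least 3 fixed markers of a type were raised at least 2-fold at 20 CPM or more and no other type led its top 10 genes. For shares of cells with B-lineage or G2M transcripts, cells were thinned to 3000 UMIs. That left out 13, 16, 128 and 33 cells. The B-lineage share used the B list without Dntt, Foxo1 and Ighm.

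Alternatives were TMM and median-of-ratios scaling, expression minimums of 5 and 100 CPM, looser and stricter cell filters, no doublet removal, equal weight per cell, totals without mitochondrial and ribosomal protein genes, gates weighted to control shares, other gate thresholds and scales, and other cluster settings. Settled or added only after the values had been seen were the base of the doublet share, the cluster naming rule, the thinning depth, the list of immediate early genes, antibody counts without centring, clustering without the fixed genes, the B-lineage share without Il7r, and leaving out clusters 8, 10, 13 and 14. In simulated libraries with 200 changed genes, the direction was right for 100% of them in each of the 3 comparisons, and the intervals covered 96% of the known log2 ratios for the Mll3-labelled, 94.5% for the Mll4-labelled and 93.5% for the Mll3/4-labelled library. Python 3.11.15, scanpy 1.11.5, anndata 0.12.19, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, igraph 0.11.9, R 4.3.3 and edgeR 4.0.16 (TMM factors only) were used.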

Results

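Single-cell RNA and surface-protein profiles of donor LSK cells were compared between 4 genotypes, with 1 library each and no replicates. The control, Mll3-labelled, Mll4-labelled and Mll3/4-labelled libraries had 7682, 6560, 7702 and 5136 deposited barcodes, of which 6851, 5803, 4609 and 4568 were kept. The kept cells held 108600794, 96275836, 111781993 and 48049285 UMIs. Median UMIs per cell were 14121, 14962, 20809 and 8821. Antibody counts in these cells totalled 10892421, 11894094, 12570278 and 5797290, with medians of 1223, 1529, 2354 and 842 per cell. Every interval below covers counting error only, and no difference between libraries can be set against a spread between animals.

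The targeted genes were examined first. Kmt2c (ENSMUSG00000038056, chromosome 5, 25271798 to 25498783, GRCm38), the gene of Mll3, was counted at 68.3 CPM in the control (95% interval 66.8 to 69.9). It was at 35.1 (34.0 to 36.3) in the Mll3-labelled, 61.0 (59.6 to 62.5) in the Mll4-labelled and 42.0 (40.2 to 43.9) in the Mll3/4-labelled library. The log2 ratios to control were -0.96, -0.16 and -0.70. Kmt2d (ENSMUSG00000048154, chromosome 15, 98831669 to 98871204), the gene of Mll4, was at 24.4 (23.5 to 25.4) in the control, 21.5 (20.6 to 22.4) in the Mll3-labelled, 22.3 (21.4 to 23.1) in the Mll4-labelled and 25.3 (23.9 to 26.8) in the Mll3/4-labelled library. Its log2 ratios were -0.19, -0.14 and 0.05. Kmt2d therefore did not separate the Mll4-labelled libraries from the others in these 3-prime counts, which can also count the message of an allele deleted further upstream. When cells were weighted equally, Kmt2d in the Mll4-labelled library moved to 0.30 and Kmt2c there to 0.23. With cells of clusters 8, 10, 13 and 14 left out of every library, as described with the clusters, they moved to -0.35 and -0.40.

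The first comparison asked how far whole-LSK expression moved in each mutant. Over 6118 genes the SD of the log2 ratio to control was 0.36 in the Mll3-labelled, 0.79 in the Mll4-labelled and 1.5 in the Mll3/4-labelled library, against 0.04 in simulated unchanged libraries. A minimum of 5 CPM moved the last SD most, to 1.71. The median log2 ratio of all genes was 0.10, -0.13 and -0.11, and the list medians below include that shift. Their percentiles among random lists, which carry it too, set them against it.

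Among genes named by the fixed rule in the Mll3-labelled library, the lowest ratios were those of Tspan32 (ENSMUSG00000000244, chromosome 7, 143005046 to 143019644, log2 -1.92), S100a8 (-1.61), S100a9 (-1.55), Tyrobp (-1.37) and Gm2a (-1.37). The highest were those of Cd79a (ENSMUSG00000003379, chromosome 7, 24897381 to 24902197, log2 3.26), Vpreb1 (3.13), Bex4 (2.12), Fosb (2.03) and Selenom (2.0). In the Mll4-labelled library the lowest were Tpm3-rs7 (-4.61), Tspan32 (-3.40), Myl10 (-2.26), Sdsl (-2.25) and Rab37 (-1.99). Tpm3-rs7 may share reads with Tpm3 and is uncertain. The highest included Tpsb2 (ENSMUSG00000033825, chromosome 17, 25366305 to 25369098), with 13462 UMIs against 0 in the control. Set against 3 UMIs it was 4360-fold higher, and the lower limit of the exact interval was 3545. Cma1 (11.38), Mcpt4 (10.34), Lyz1 (9.73) and Fcgr4 (9.01) followed. Cma1 and Mcpt4 each had 18 UMIs in the control, and 0 with the stricter cell filter. With clusters 8, 10, 13 and 14 left out, Lyz1 moved to 5.35 and Fcgr4 to 6.80. The control then had 0 UMIs of Cma1 and of Mcpt4. The Mll4-labelled library kept 1970 of 50750 Cma1 UMIs and 881 of 24637 Mcpt4 UMIs. In the Mll3/4-labelled library the lowest were Camp (ENSMUSG00000038357, chromosome 9, 109847379 to 109849617, log2 -8.23), Pf4 (-8.10), Ngp (-8.09), Nkg7 (-7.68) and S100a9 (-7.66). Brinp3 (ENSMUSG00000035131, chromosome 1, 146494760 to 146902472) had 6675 UMIs against 0 in the control. Set against 3 UMIs it was 5029-fold higher, and the lower limit of the exact interval was 4089. Enpep had 16847 UMIs against 3, with a counting interval of the ratio from 4342 to 61553, and Adgrf1 had 2650 against 2, with an interval from 828 to 24742. Ntn1 (11.24) and Prlr (10.90) were also among the highest, with 4 and 25 UMIs in the control.

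The fixed gene lists asked about stem-cell, myeloid and B-lymphoid programmes. The HSC list, with 10 of 16 genes above the expression minimum, had a median log2 ratio of 0.34 (interval 0.32 to 0.36) in the Mll3-labelled, -0.99 (-1.03 to -0.96) in the Mll4-labelled and -6.14 (-6.37 to -5.84) in the Mll3/4-labelled library. These lay at percentiles 99.96, 0 and 0 of random lists. Weighting gates to control shares moved the last median most, to -4.07, and turned the first to -0.09. In the Mll3/4-labelled library 8 of the 10 genes were lower, while Ly6a was higher (1.46). The myeloid list (11 genes) had medians of 0.14, 3.34 and -4.74, at percentiles 73.2, 100 and 0. The Mll3-labelled value turned to -0.04 when mitochondrial and ribosomal protein genes were left out of the total. The B lymphoid list (16 genes) had medians of 2.87, 0.44 and 8.37, at percentiles 100, 99.95 and 100. All 16 genes were higher in the Mll3-labelled and Mll3/4-labelled libraries, and 10 of 16 in the Mll4-labelled library. In the Mll3-labelled library, 143 B-lineage-like cells, 2.46% of its cells, held a median of 81.2% of a gene's UMIs over these 16 genes. Their Kit was at 16.7 CPM against 214 in the control, so an impure sort stays open for them. No alternative left these 143 cells out. With clusters 8, 10, 13 and 14 left out, the B lymphoid list median of the Mll4-labelled library turned to -0.03, while its myeloid list median was 3.35.

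**Figure D1:**
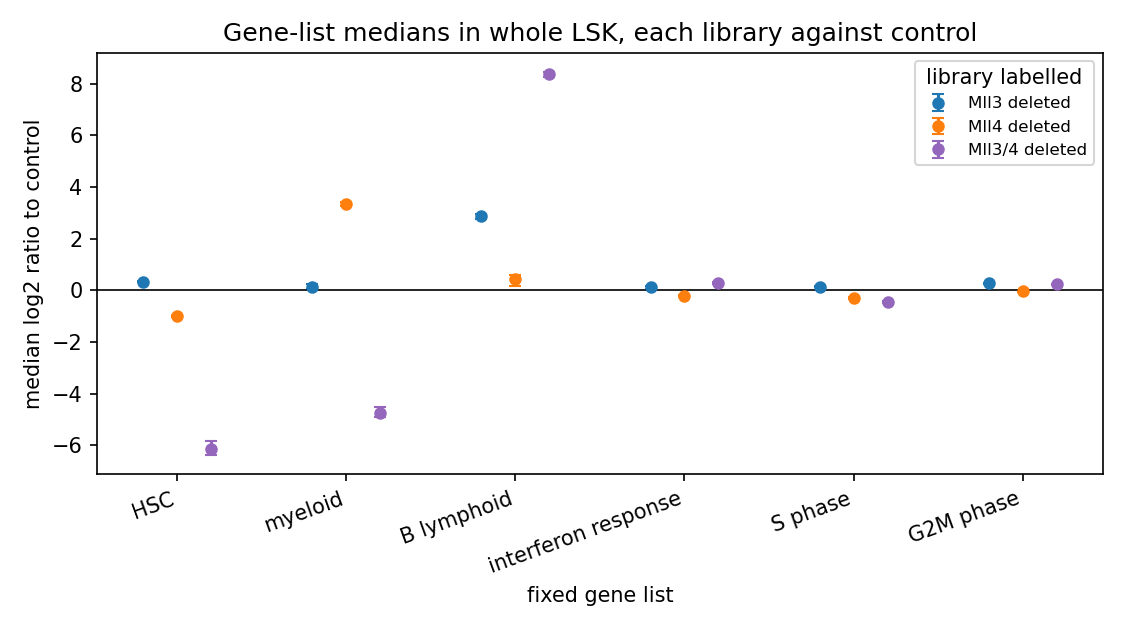
Median log2 ratio to control (vertical axis) of the 6 fixed gene lists (horizontal axis) in each mutant library, with 95% counting intervals as bars. The Mll3/4-labelled library sits at -6.14 for the HSC list and 8.37 for the B lymphoid list.

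The interferon response list (8 genes) had medians of 0.11, -0.22 and 0.28, the last turning to -1.27 at a minimum of 100 CPM. Its percentiles were 60.1, 31.9 and 96.6. The S phase list had medians of 0.15, -0.29 and -0.46, at percentiles 77.02, 15.5 and 1.49, and the G2M phase list 0.27, -0.03 and 0.23, at percentiles 99.9, 81.3 and 98.7. The G2M value of the Mll4-labelled library had an interval that included 0 (-0.06 to 0.01), and TMM and median-of-ratios scaling shift every ratio of that library by more than its size, by 0.04 and 0.05, so no direction is read from it. It moved to 0.22 with clusters 8, 10, 13 and 14 left out.

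The next comparison asked whether the double library differed from the sum of both single libraries. For B lymphoid genes, that sum includes the rise that lay largely in 143 Mll3-labelled cells. The median over the genes of a list of the deviation from that sum was -5.68 for HSC (-5.84 to -5.42), -8.05 for myeloid (-8.29 to -7.86) and 4.92 for B lymphoid genes (4.78 to 5.03). It was -0.57 for interferon response, -0.32 for S phase and -0.04 for G2M phase, the last within counting error of 0 and smaller than the shifts of 0.13 and 0.16 that TMM and median-of-ratios scaling add to it. It moved to 0.29 with the stricter cell filter. Across 6118 genes, which are not independent replicates, the summed single ratios correlated with the double ratio at Pearson 0.244 and Spearman 0.236. Unchanged libraries that share a control gave a Pearson correlation of 0.581. In those simulated ratios, with an SD of 0.04, only counting error varied, and the error of the shared control correlates them. The measured ratios had SDs of 0.36, 0.79 and 1.5. The simulated correlations here and below are therefore no yardstick for the measured ones. The Mll3-labelled and Mll4-labelled ratios correlated at Pearson -0.0623 and Spearman -0.203. The Mll3-labelled ratio correlated with the double ratio at Pearson 0.317 but Spearman -0.0150, and the Mll4-labelled ratio at Pearson 0.117 and Spearman 0.254. Unchanged libraries gave Pearson values of 0.498, 0.503 and 0.502 for these 3 pairs. At a minimum of 5 CPM, the first of these turned to Pearson 0.0204 and the Spearman value of the second to 0.0761.

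Surface proteins were compared through gates. The HSC gate held 23.5% of control cells (22.5 to 24.5), 43.3% (42.1 to 44.6) of Mll3-labelled, 7.46% (6.72 to 8.26) of Mll4-labelled and 4.05% (3.50 to 4.66) of Mll3/4-labelled cells. A threshold fitted in each library moved the Mll3/4-labelled share to 16.1%, still below the 20.4% of the control. MPP3 held 44.2%, 22.4%, 69.8% and 10.3%, and MPP4 held 12.4%, 10.9%, 13.8% and 49.2%. MPP1 held 14.5%, 17.5%, 6.16% and 3.87%, and MPP2 held 3.80%, 2.22%, 2.39% and 1.77%. CD150+CD135+ cells were 1.75%, 3.62%, 0.412% and 30.8%. The side of the control changed with the gating for several of these shares. On antibody counts that were not centred, which also carry the antibody depth of a library, MPP1 held 26.4% of Mll3/4-labelled and 11.2% of Mll3-labelled cells against 20.6% of control cells, and MPP4 held 28.1% of Mll3-labelled cells against 23.4%. On those counts CD150+CD135+ cells were 3.90% in the Mll3/4-labelled library against 4.80%. With a threshold per library MPP4 held 28.9% of Mll3/4-labelled cells against 32.7% of control cells, and MPP1 13.9% against 5.36%. With antibody counts per 1000 of the cell, MPP1 held 4.17% of Mll4-labelled cells against 3.58% of control cells, and MPP4 held 18.7% of Mll4-labelled and 19.9% of Mll3/4-labelled cells against 23.7%. With clusters 8, 10, 13 and 14 left out, the MPP2 gate share of the Mll4-labelled library was 3.99% against 3.82% in the control, and the MPP4 gate share 10.6% against 12.1%.

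Protein levels behind the gates were compared as the median centred log ratio and as the share of all antibody counts. For CD48 the medians were 2.12, 0.742, 3.09 and 0.632 in the order control, Mll3-labelled, Mll4-labelled and Mll3/4-labelled, and the shares 64.6%, 46.1%, 79.3% and 44.6%. For CD150 they were -1.36, -0.334, -1.37 and -0.433, with shares of 4.42%, 11.9%, 2.02% and 3.41%. CD117 had medians of 0.965, 1.24, 0.652 and 2.15 and shares of 14.4%, 20.8%, 10.4% and 45.0%. CD34 had medians of 0.770, 0.852, 0.0386 and -1.42 and shares of 12.1%, 16.7%, 5.21% and 1.57%. CD135 had medians of -1.42, -1.41, -1.37 and -0.590 and shares of 1.39%, 1.56%, 1.08% and 2.77%. CD201 had medians of -1.23, -1.51, -0.886 and -0.636 and shares of 3.02%, 2.86%, 2.0% and 2.64%. Because a ratio is centred on the 6 antibodies of the same cell, a change in 1 antibody moves the others. The CD150 median of the Mll4-labelled library lay above the control with the looser and the stricter cell filter, at -1.32 and -1.37. With the stricter filter the CD201 share of the Mll3/4-labelled library was 2.63% against 2.14% in the control.

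**Figure D2:**
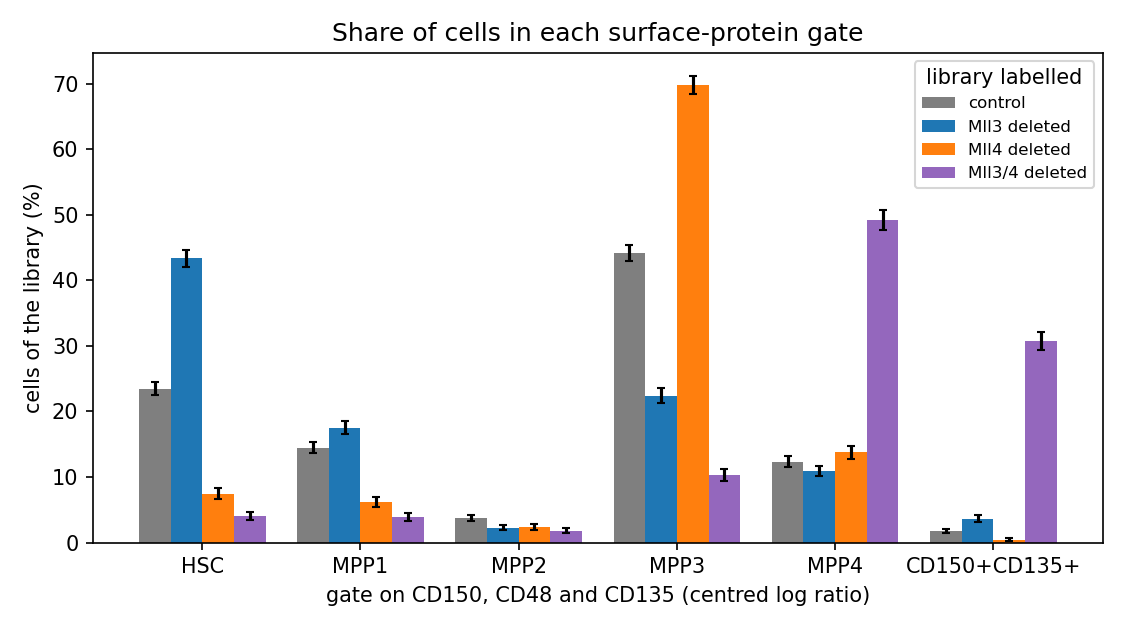
Percent of cells of each library (vertical axis) in each gate (horizontal axis), with exact binomial 95% intervals as bars. The HSC gate holds 43.3% of Mll3-labelled and 4.05% of Mll3/4-labelled cells.

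The share of CD150+CD48- cells was 25.2%, 46.9%, 7.88% and 34.0%. On antibody counts that were not centred it was 18.5%, 41.8%, 6.29% and 3.24%, so the Mll3/4-labelled share lay above the control with centring and below it without.

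**Figure D3:**
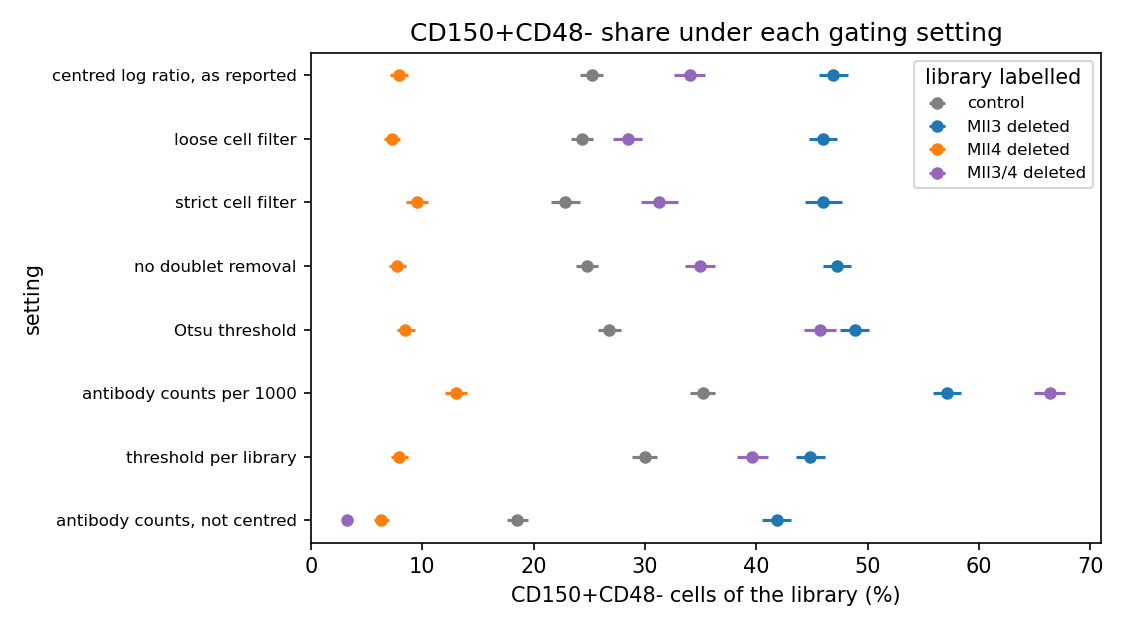
Percent of CD150+CD48- cells (horizontal axis) under each gating setting (vertical axis), with exact binomial 95% intervals. The Mll3/4-labelled library spans 3.24% to 66.4%, and the Mll4-labelled library lies between 6.29% and 12.97% in the settings drawn.

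Joint clustering gave 17 clusters. Of the Mll3/4-labelled cells, 99.4% lay in 2 clusters made almost only of that library, and of the Mll4-labelled cells 51.8% lay in 3 such clusters, so these clusters may reflect a library as much as a cell type. The B-lineage-like class held 0.219% of control, 2.46% of Mll3-labelled, 0.174% of Mll4-labelled and 99.4% of Mll3/4-labelled cells. Without the fixed genes among the clustering genes, the shares were 0.219%, 2.46%, 0.195% and 99.4%. They moved most with a control reference that also left those genes out, to 3.84%, 5.53%, 1.15% and 82.2%. The granulocyte-monocyte-like class held 1.62%, 1.77%, 21.5% and 0.0219%. Without the fixed genes they were 1.59%, 1.81%, 21.4% and 0.0219%, and with a control reference 2.98%, 3.33%, 53.7% and 0.0657%. HSC-like shares were 19.1%, 31.4%, 18.9% and 0.0438%, and that of the Mll4-labelled library ranged from 0.283% to 23.2% over settings. At resolution 0.3 the Mll3-labelled share was 46.3% against 49.4% in the control, below it instead of above. The Mll3/4-labelled share ranged from 0.0211% to 8.17% and lay below the control in each setting, but with a control reference without the fixed genes its 8.17% lay above the 4.73% of the Mll4-labelled library. No other order is read from this class. A mast/basophil-like cluster, number 14, held 585 Mll4-labelled cells and 1 control cell. Clusters 8 (led by Cxcl12 and Cxcr6), 10 (Lyz1 and Fcgr4) and 13 (Igkc and Jchain) held 7.70%, 20.3% and 2.71% of Mll4-labelled cells, against 0.701%, 0.263% and 0.423% of control cells. These 4 clusters were singled out after their genes were seen.

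**Figure D4:**
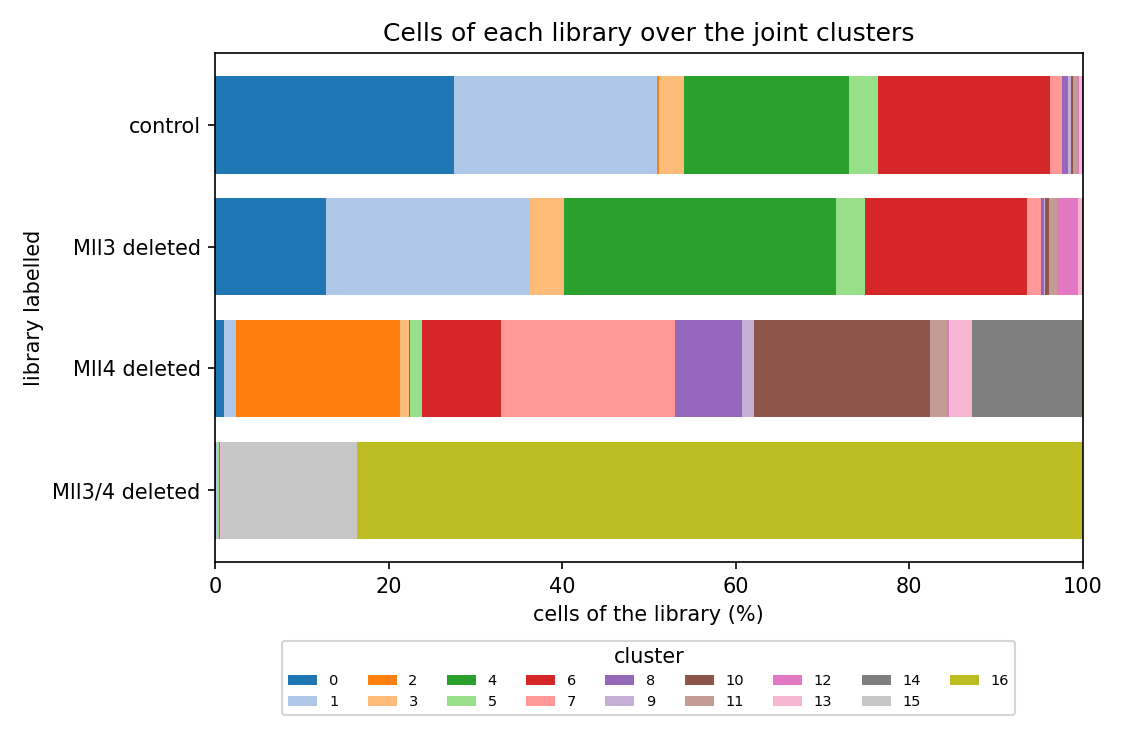
Percent of cells of each library (horizontal axis) in each of the 17 joint clusters (colours), one bar per library. Clusters 15 and 16 hold 15.7% and 83.6% of Mll3/4-labelled cells.

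After thinning to 3000 UMIs, cells with B-lineage transcripts made up 1.80% (1.5 to 2.14) of control, 5.10% (4.55 to 5.70) of Mll3-labelled, 10.7% (9.82 to 11.7) of Mll4-labelled and 99.5% (99.2 to 99.7) of Mll3/4-labelled cells. Unthinned shares were 11.1%, 17.9%, 31.3% and 99.7%. In granulocyte-monocyte-like cells, which should lack these transcripts, the shares were 0 of 110, 4 of 103 and 10 of 974 cells. These are the first 3 libraries, whose median depths were 25683, 25460 and 44260 UMIs before thinning. The exact binomial upper limit for 0 of 110 is 3.30%. In HSC-like cells the shares were 2 of 1305, 15 of 1823 and 4 of 865, at median depths of 9971, 11434 and 23236 UMIs. In cells named T/NK/ILC-like (T, natural killer or innate lymphoid) they were 38 of 48, 16 of 19 and 303 of 342. The measure thus also counts most cells of that class and is not specific to B-lineage-like cells. In the control, 123 cells were counted in all. In dendritic-like cells of the Mll3-labelled library the share was 0 of 46, with an exact upper limit of 7.71%. The Mll3-labelled share of 5.10% lies above the interval in its HSC-like cells, 0.461% to 1.35%, and within the wider interval in its 103 granulocyte-monocyte-like cells, 1.07% to 9.65%. Of the 295 cells behind that share, 143 were B-lineage-like. Without Il7r the Mll4-labelled share was 3.06%, and 303 of its 480 counted cells lay in cluster 8, so no order is read from it. Cells with G2M transcripts were 32.4%, 34.2%, 30.7% and 23.0%, and 50.7%, 53.5%, 54.4% and 36.3% unthinned, so the Mll4-labelled share lay below the control with thinning and above it without.

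Within gates, the comparison asked whether expression changed in cells of 1 surface type. In the HSC gate (1608, 2515, 344 and 185 cells) the HSC list median, over 13 genes, was 0.00 (-0.06 to 0.06) in the Mll3-labelled, 0.05 (-0.03 to 0.14) in the Mll4-labelled and -3.64 (-4.06 to -3.11) in the Mll3/4-labelled library. The first of these turned to -0.07 with the stricter cell filter. The myeloid list there rested on 4 genes, with medians of 0.40, -0.40 and -3.51, the first turning to -0.01 with the stricter filter. The B lymphoid list had medians of 0.25, 1.22 and 11.46. In each comparison 10 of its 16 genes had 3 UMIs or fewer in 1 of both libraries, and with those counts set to 3 the medians were -0.07, 1.22 and 10.70. Set in the same way, the HSC and myeloid medians of the Mll3/4-labelled library in this gate were -3.67 and -3.55.

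In the MPP1 gate (990, 1016, 284 and 177 cells) the HSC list medians were -0.19, -0.23 and -5.09, the myeloid list 0.40, -0.20 and -4.97, and the B lymphoid list 0.32, 0.56 and 10.72. With low counts set to 3 the B lymphoid medians there were -0.13, 0.81 and 10.26, and the HSC and myeloid medians of the Mll3/4-labelled library -5.19 and -4.34. In the MPP3 gate (3026, 1301, 3217 and 471 cells) the HSC list medians were -0.26, -1.12 and -2.71, the myeloid list 0.93, 3.09 and -2.41, and the B lymphoid list 4.01, 0.36 and 8.15. In the MPP4 gate (847, 632, 635 and 2248 cells) they were 0.09, -0.23 and -4.23 for HSC, -0.31, 2.91 and -7.53 for myeloid and 2.96, 0.03 and 6.53 for B lymphoid genes. In the MPP4 gate 7 of the 12 myeloid genes had 3 UMIs or fewer in the comparison with the Mll3/4-labelled library, and with those counts set to 3 that median was -7.43. The HSC median of that library in this gate was then -4.27. The myeloid list of the Mll3-labelled library thus lay above the control in the MPP3 gate and below it in the MPP4 gate. On counts that were not centred the latter turned to 0.29, and the Mll4-labelled myeloid value in the MPP1 gate turned to 2.07. With the stricter cell filter, the Mll3-labelled HSC value in the MPP4 gate turned to -0.01 and the Mll4-labelled B lymphoid value there to -0.56. With that filter the Mll3/4-labelled HSC value in the MPP4 gate moved from -4.23 to -1.02, so its size depends on the filter. With gates weighted to control shares, the whole-LSK medians were -0.09, -0.10 and -4.07 for HSC, 0.84, 2.75 and -3.06 for myeloid and 3.45, 0.04 and 8.40 for B lymphoid genes. The MPP2 and CD150+CD135+ gates had too few cells in 1 library, 81 and 19, for values of their own, but they enter the weighted medians.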

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

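Chosen only after the result was seen were the tests of antibody centring, of scaling by total UMIs, of an impure sort, of swapped labels and of cell loss. The test of low-UMI barcodes was planned beforehand. None of the differences between backgrounds was itself tested, since each background has 1 library per arm.

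By the labels, Mll3 deletion moved several results one way where Mll4 was intact and the other way where Mll4 was deleted. In the main setting other results moved the same way in both backgrounds. These were the B lymphoid, interferon response and G2M phase lists and the MPP2, MPP3 and CD150+CD135+ gate shares. For the B lymphoid list, the Mll3-labelled rise lay largely in 143 B-lineage-like cells. Kmt2d was not clearly lower in either Mll4-labelled library, so the backgrounds rest on the labels alone. The HSC list median rose by 0.34 in the first background and fell by 5.14 in the second, and the myeloid list rose by 0.14 and fell by 8.08. The S phase list rose by 0.15 and fell by 0.16, but with equal weight per cell it rose in both backgrounds, by 0.17 and 0.11. Relative to the median of all genes, the moves were 0.24 and -5.16 for the HSC list, 0.04 and -8.10 for the myeloid list and 0.05 and -0.18 for the S phase list. The Mll3-labelled myeloid and S phase medians lay at percentiles 73.2 and 77.02 of random lists, so no rise apart from other genes is read from them. With gates weighted to control shares, the HSC list median fell in both backgrounds, by 0.09 and 3.97. The HSC gate share rose by 19.9 percentage points and fell by 3.41, and the MPP1 gate share rose by 3.06 and fell by 2.29. The MPP4 gate share fell by 1.47 and rose by 35.4 percentage points. The Mll3-labelled myeloid move reversed to -0.04 with another library total. With a threshold fitted in each library, the Mll3/4-labelled HSC gate share was 16.1% against 4.25% in the Mll4-labelled library, so that move was upward in both backgrounds. On antibody counts that were not centred, the MPP4 gate share rose in both, from 23.4% to 28.1% and from 32.0% to 62.9%, and the MPP1 gate share fell from 20.6% to 11.2% and rose from 8.11% to 26.4%. With a threshold per library, the MPP1 gate share rose in both, from 5.36% to 7.12% and from 1.97% to 13.9%, and the MPP4 gate share fell in both, from 32.7% to 28.1% and from 58.0% to 28.9%. The directions for these gates therefore depend on the gating.

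Scaling by total UMIs is argued against as the source of the HSC list pattern. TMM and median-of-ratios scaling shift all ratios of a library alike, here by at most 0.11. Under them the first move stayed upward, at 0.25 under each, and the second stayed downward, the smaller of both at -5.08. An effect of centring over 6 antibodies on the gate moves cannot be told apart from antibody depth, because counts that are not centred also carry that depth. Its median was 1223, 1529, 2354 and 842 antibody counts per cell in the control, Mll3-labelled, Mll4-labelled and Mll3/4-labelled libraries. On such counts the HSC gate moves kept their directions, at 6.13 and -3.90 percentage points. The MPP1 gate moves each took the other direction, at -9.36 and 18.3, and the MPP4 gate moves were both upward, at 4.75 and 30.8. The CD150+CD48- share rose with Mll3 deletion in both backgrounds with centring, by 21.7 and 26.1 percentage points, and moved by 23.3 and -3.05 without. The CD150-positive share of the Mll3/4-labelled library was 36.6% with centring and 4.55% without, against 29.0% and 22.3% in the control, and stays open for the same reason. Antibody counts per 1000 of the cell are scaled by depth, but also set each antibody against the others of its cell. On that scale the HSC, MPP1 and MPP4 moves stayed opposite, at 9.71 and -1.86, 2.94 and -3.16, and -5.13 and 1.15. The CD150-positive share there was 68.2% in the Mll3/4-labelled library against 38.8% in the control.

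For the cells behind these moves, nearly all Mll3/4-labelled cells were B-lineage-like. An impure sort of cells without CD117 is argued against, since 0.482% of them lay below the 5th percentile of control CD117 counts. An impure sort of B-lineage cells that carry CD117 was not tested, since no antibody measured lineage markers or Sca1. A swap of the Mll4-labelled and Mll3/4-labelled libraries is argued against by Kmt2c, at -0.16 in the Mll4-labelled library against -0.96 in the Mll3-labelled library. With clusters 8, 10, 13 and 14 left out, Kmt2c was at -0.40 there. Loss of all other LSK cells, leaving those that were always B-lineage-like, cannot be told apart from a change within them, because cell numbers per animal were not analysed here. The SD across genes between these cells and the 143 B-lineage-like cells of the Mll3-labelled library was 1.23, against 0.12 in simulated unchanged sums, but the genotypes differ too. Kit was at 246 CPM in the former and 16.7 in the latter. A deletion effect, a difference between animals and an impure sort of cells with CD117 all stay open.

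Barcodes under 1000 genes lie outside the comparisons. They made up 34.2% of the Mll4-labelled and 5.45% of the Mll3/4-labelled barcodes, against 2.97% in the control. In the Mll4-labelled library, free RNA in droplets without a cell is argued against as the whole source: over 2188 barcodes under 1000 UMIs, mast-cell UMIs varied 9.25 times as much as sampling gives. Those UMIs were thus more concentrated than free RNA alone would give, and 31.6% of these barcodes held none, against 22.6% under sampling. Since the other barcodes held at least 1, free RNA may still be part of the source. Damaged or small cells, and a genotype effect, stay open. For the Mll3/4-labelled library no explanation was tested.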

How the results depend on the processing

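The alternatives chosen only after the result was seen were antibody counts without centring, clustering without the fixed genes, with and without a control reference, the B-lineage share without Il7r, and leaving out clusters 8, 10, 13 and 14 from every library. The other alternatives were planned. No paired analysis was possible because each genotype has 1 library, and for the same reason no library was left out in turn.

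In all, 199 results were computed again, giving 1274 values, and 169 results had no reversal under any alternative run for them. For the results that answer a comparison, 522 values stayed within the counting interval of the reported value, 505 moved outside it without reversing and 44 reversed. A reversal is a value outside that interval with a change of sign or, for shares and protein levels, of side relative to the control. A change of sign within the interval counts as staying, such as Kmt2d in the Mll3/4-labelled library, from 0.05 to as low as -0.01. For single named genes, 148 values stayed within the interval, 55 moved and 0 reversed. Counting intervals are narrow at this depth, so a value can leave its interval by a small step. TMM scaling shifted all log2 ratios of the Mll3-labelled, Mll4-labelled and Mll3/4-labelled libraries by -0.09, 0.04 and 0.08, and median-of-ratios scaling by -0.10, 0.05 and 0.11. All 24 list medians and deviations from the sum changed by that shift alone under each of both, so the 2 reversals of list results under each, of G2M phase values close to 0, follow from the scaling's own construction. Leaving mitochondrial and ribosomal protein genes out of the total shifted the ratios by -0.08, -0.05 and -0.06. The reversal of the G2M phase deviation under it is that shift alone, while that of the myeloid list median in the Mll3-labelled library, from 0.14 to -0.04, is larger than the shift.

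Of the 26 ratios of single named genes computed again, 20 had a value outside the interval, and 8 of those 20 moved by more than 0.5. Over the alternatives run, in the Mll4-labelled library Lyz1 lay between 5.35 and 10.25, Fcgr4 between 6.80 and 9.57, Mcpt4 between 10.28 and 11.30 and Rab37 between -2.19 and -1.36. In the Mll3/4-labelled library Prlr lay between 10.16 and 13.39, Nkg7 between -8.88 and -7.57 and S100a9 between -8.71 and -7.39. In the Mll3-labelled library Cd79a lay between 3.17 and 3.83. The other 12 of those 20 moved by at most 0.34. Without leaving their intervals, Pf4 in the Mll3/4-labelled library lay between -8.60 and -7.44. Cma1 in the Mll4-labelled library lay between 11.33 and 11.99, also within its interval.

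In the Mll3/4-labelled library the HSC list median stayed between -7.51 and -4.07 and the B lymphoid list median between 7.79 and 8.92 over the alternatives run. Its B-lineage-like share stayed between 82.2% and 99.4%. The myeloid list median of the Mll4-labelled library stayed between 2.75 and 3.52. The HSC gate share of the Mll3-labelled library stayed above, and those of the other mutant libraries below, the control under each gating tried.

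With antibody counts that were not centred, the HSC gate held 21 Mll3/4-labelled cells, so it gave no value within that gate. Without clusters 8, 10, 13 and 14, and with the stricter cell filter, Cma1 and Mcpt4 had 3 UMIs or fewer in the control and gave no value, and neither did Ntn1 with the stricter filter. The MPP2 gate held too few cells for a value under any setting. Cell numbers limit the HSC and MPP1 gates of the Mll3/4-labelled library, at 185 and 177 cells.

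For the results that answer a comparison, values that moved or reversed follow by setting, with Mll3, Mll4 and Mll3/4 standing for the libraries with those labels. Apart from the shifts given above, the cause was not tested for any of them.

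TMM scaling gave these values. Kmt2c was -1.05 in Mll3 and -0.62 in Mll3/4, and Kmt2d was -0.28 in Mll3. The SD across genes was 1.51 in Mll3/4, and the Pearson correlation of the Mll3 with the double ratio was 0.319. The HSC list median was 0.25 in Mll3 and -0.95 in Mll4, and the myeloid list median was 0.049 in Mll3. The interferon response list median was 0.024 in Mll3, -0.18 in Mll4 and 0.36 in Mll3/4, and the S phase list median was 0.054 in Mll3, -0.25 in Mll4 and -0.38 in Mll3/4. The G2M phase list median was 0.18 in Mll3, 0.018 in Mll4 (reversed) and 0.31 in Mll3/4, and the B lymphoid list deviation from the sum was 5.05. The interferon response list deviation from the sum was -0.44, and the S phase list deviation from the sum was -0.19. The G2M phase list deviation from the sum was 0.085 (reversed).

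Median-of-ratios scaling gave these values. Kmt2c was -1.06 in Mll3 and -0.59 in Mll3/4, and Kmt2d was -0.28 in Mll3 and 0.16 in Mll3/4. The SD across genes was 1.51 in Mll3/4, and the Pearson correlation of the Mll3 with the double ratio was 0.32. The Spearman correlation of the Mll3 with the double ratio was -0.0212, and the HSC list median was 0.25 in Mll3 and -0.95 in Mll4. The myeloid list median was 0.044 in Mll3, and the B lymphoid list median was 8.48 in Mll3/4. The interferon response list median was 0.019 in Mll3, -0.17 in Mll4 and 0.39 in Mll3/4, and the S phase list median was 0.050 in Mll3, -0.24 in Mll4 and -0.35 in Mll3/4. The G2M phase list median was 0.17 in Mll3, 0.021 in Mll4 (reversed) and 0.34 in Mll3/4, and the B lymphoid list deviation from the sum was 5.08. The interferon response list deviation from the sum was -0.41, and the S phase list deviation from the sum was -0.16. The G2M phase list deviation from the sum was 0.11 (reversed).

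Totals without mitochondrial and ribosomal protein genes gave these values. Kmt2c was -1.04 in Mll3 and -0.22 in Mll4, and the SD across genes was 0.37 in Mll3, 0.83 in Mll4 and 1.51 in Mll3/4. The Pearson correlation of the Mll3 with the Mll4 ratio was -0.0128, and the Spearman correlation of the Mll3 with the Mll4 ratio was -0.184. The Pearson correlation of the Mll3 with the double ratio was 0.322, and the Spearman correlation of the Mll3 with the double ratio was 0.0129 (reversed). The Pearson correlation of the Mll4 with the double ratio was 0.127, and the Spearman correlation of the Mll4 with the double ratio was 0.245. The Pearson correlation of summed single ratios with the double ratio was 0.248, and the HSC list median was 0.25 in Mll3 and -1.15 in Mll4. The myeloid list median was -0.037 in Mll3 (reversed) and 3.13 in Mll4, and the interferon response list median was 0.33 in Mll3/4. The S phase list median was 0.062 in Mll3, -0.35 in Mll4 and -0.52 in Mll3/4, and the G2M phase list median was 0.19 in Mll3, -0.080 in Mll4 and 0.17 in Mll3/4. The myeloid list deviation from the sum was -7.85, and the interferon response list deviation from the sum was -0.10. The S phase list deviation from the sum was -0.25, and the G2M phase list deviation from the sum was 0.032 (reversed).

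The stricter cell filter gave these values. Kmt2c was -1.03 in Mll3 and -0.097 in Mll4, and the SD across genes was 0.37 in Mll3, 0.77 in Mll4 and 1.49 in Mll3/4. The Spearman correlation of the Mll3 with the Mll4 ratio was -0.243, and the Spearman correlation of the Mll3 with the double ratio was -0.0214. The Spearman correlation of the Mll4 with the double ratio was 0.263, and the Spearman correlation of summed single ratios with the double ratio was 0.244. The HSC list median was -0.61 in Mll4 and -5.74 in Mll3/4, and the myeloid list median was 2.99 in Mll4. The B lymphoid list median was 0.093 in Mll4 and 7.79 in Mll3/4, and the interferon response list median was 0.17 in Mll3, -0.15 in Mll4 and 0.35 in Mll3/4. The S phase list median was 0.18 in Mll3, -0.36 in Mll4 and -0.51 in Mll3/4, and the G2M phase list median was -0.23 in Mll4 and 0.29 in Mll3/4. The myeloid list deviation from the sum was -7.67, and the S phase list deviation from the sum was -0.26. Here the G2M phase list deviation from the sum was 0.29 (reversed), and the HSC gate share was 21% in control and 9.03% in Mll4. The MPP1 gate share was 12.9% in control, 15.4% in Mll3 and 7.24% in Mll4, and the MPP2 gate share was 4.84% in control, 2.65% in Mll3 and 2.93% in Mll4. The MPP3 gate share was 46.9% in control, 24.9% in Mll3 and 67.3% in Mll4, and the MPP4 gate share was 51.9% in Mll3/4. The CD150+CD135+ gate share was 28% in Mll3/4, and the CD150+CD48- share was 22.8% in control, 9.5% in Mll4 and 31.3% in Mll3/4. The B-lineage-like share was 3.66% in Mll3, and the HSC-like share was 25.7% in Mll3 and 23.2% in Mll4 (reversed). The granulocyte-monocyte-like share was 2.42% in control and 2.59% in Mll3, and the B-lineage transcript share was 6.25% in Mll3. The G2M transcript share was 40.5% in control, 42.6% in Mll3, 34.6% in Mll4 and 28.4% in Mll3/4, and the CD150 centred log ratio was -1.37 in Mll4 (reversed). The CD150 share of antibody counts was 4.05% in control, 10.5% in Mll3 and 2.23% in Mll4, and the CD48 centred log ratio was 2.36 in control and 0.939 in Mll3. The CD48 share of antibody counts was 67.8% in control, 50.8% in Mll3, 80.2% in Mll4 and 44.1% in Mll3/4, and the CD201 centred log ratio was -1.36 in control and -1.63 in Mll3. The CD201 share of antibody counts was 2.14% in control, 2.11% in Mll3 and 2.63% in Mll3/4 (reversed), and the CD135 centred log ratio was -1.43 in control and -1.4 in Mll4. The CD135 share of antibody counts was 1.26% in control, 1.45% in Mll3 and 1.04% in Mll4, and the CD117 centred log ratio was 0.985 in control and 1.26 in Mll3. The CD117 share of antibody counts was 13.7% in control, 20.1% in Mll3, 9.37% in Mll4 and 45.6% in Mll3/4, and the CD34 centred log ratio was 0.753 in control and 0.792 in Mll3. The CD34 share of antibody counts was 11.1% in control, 15.1% in Mll3, 5.18% in Mll4 and 1.49% in Mll3/4, and the HSC list median within the HSC gate was -0.070 in Mll3 (reversed) and 0.23 in Mll4. The myeloid list median within the HSC gate was -0.0093 in Mll3 (reversed) and -0.20 in Mll4, and the HSC list median within the MPP1 gate was -0.15 in Mll4. The myeloid list median within the MPP1 gate was 0.46 in Mll3, and the HSC list median within the MPP3 gate was -0.31 in Mll3 and -0.86 in Mll4. Here the myeloid list median within the MPP3 gate was 0.81 in Mll3 and 2.64 in Mll4, and the B lymphoid list median within the MPP3 gate was 7.67 in Mll3/4. The HSC list median within the MPP4 gate was -0.0058 in Mll3 (reversed), -0.38 in Mll4 and -1.02 in Mll3/4, and the myeloid list median within the MPP4 gate was 2.77 in Mll4. The B lymphoid list median within the MPP4 gate was -0.56 in Mll4 (reversed) and 6.08 in Mll3/4.

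Equal weight per cell gave these values. Kmt2c was 0.23 in Mll4 (reversed) and -0.59 in Mll3/4, and Kmt2d was 0.30 in Mll4 (reversed) and 0.23 in Mll3/4. The SD across genes was 0.98 in Mll4 and 1.64 in Mll3/4, and the Spearman correlation of the Mll3 with the Mll4 ratio was -0.23. Here the Pearson correlation of the Mll3 with the double ratio was 0.269, and the Spearman correlation of the Mll3 with the double ratio was -0.027. Here the Pearson correlation of the Mll4 with the double ratio was 0.0838, and the Spearman correlation of the Mll4 with the double ratio was 0.316. Here the Pearson correlation of summed single ratios with the double ratio was 0.174, and the Spearman correlation of summed single ratios with the double ratio was 0.305. The HSC list median was 0.28 in Mll3, -1.22 in Mll4 and -7.51 in Mll3/4, and the myeloid list median was 3.52 in Mll4 and -5.52 in Mll3/4. The B lymphoid list median was 2.71 in Mll3, 0.80 in Mll4 and 8.92 in Mll3/4, and the interferon response list median was -0.062 in Mll4. The S phase list median was -0.54 in Mll4, and the G2M phase list median was 0.23 in Mll3, -0.35 in Mll4 and 0.021 in Mll3/4. The HSC list deviation from the sum was -6.73, and the myeloid list deviation from the sum was -9.09. Here the S phase list deviation from the sum was -0.065, and the G2M phase list deviation from the sum was 0.037 (reversed).

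Leaving out clusters 8, 10, 13 and 14 gave these values. Kmt2c was -0.40 in Mll4, and Kmt2d was -0.35 in Mll4. The SD across genes was 0.35 in Mll3, 0.63 in Mll4 and 1.51 in Mll3/4, and the Pearson correlation of the Mll3 with the Mll4 ratio was -0.0963. The Spearman correlation of the Mll3 with the Mll4 ratio was -0.161, and the Pearson correlation of the Mll3 with the double ratio was 0.367. Here the Spearman correlation of the Mll3 with the double ratio was -0.0204, and the Spearman correlation of the Mll4 with the double ratio was 0.19. Here the Pearson correlation of summed single ratios with the double ratio was 0.283, and the Spearman correlation of summed single ratios with the double ratio was 0.17. Here the HSC list median was -0.89 in Mll4, and the B lymphoid list median was -0.027 in Mll4 (reversed) and 8.47 in Mll3/4. Here the interferon response list median was -0.40 in Mll4, and the S phase list median was -0.11 in Mll4. Here the G2M phase list median was 0.22 in Mll4 (reversed), and the B lymphoid list deviation from the sum was 5.38. Here the interferon response list deviation from the sum was -0.26, and the S phase list deviation from the sum was -0.54. Here the G2M phase list deviation from the sum was -0.30, and the HSC gate share was 13.2% in Mll4. The MPP1 gate share was 10.3% in Mll4, and the MPP2 gate share was 3.99% in Mll4 (reversed). The MPP3 gate share was 61.3% in Mll4, and the MPP4 gate share was 10.6% in Mll4 (reversed). The CD150+CD135+ gate share was 0.729% in Mll4, and the CD150+CD48- share was 13.9% in Mll4.

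A minimum of 5 CPM gave these values. Here the SD across genes was 0.44 in Mll3, 0.91 in Mll4 and 1.71 in Mll3/4, and the Pearson correlation of the Mll3 with the Mll4 ratio was 0.0204 (reversed). Here the Spearman correlation of the Mll3 with the Mll4 ratio was -0.118, and the Pearson correlation of the Mll3 with the double ratio was 0.272. Here the Spearman correlation of the Mll3 with the double ratio was 0.0761 (reversed), and the Pearson correlation of the Mll4 with the double ratio was 0.137. Here the Spearman correlation of the Mll4 with the double ratio was 0.24, and the Spearman correlation of summed single ratios with the double ratio was 0.251. Here the HSC list median was -4.15 in Mll3/4, and the myeloid list median was 0.015 in Mll3 and 3.03 in Mll4. Here the interferon response list median was 0.18 in Mll3 and -0.054 in Mll4, and the HSC list deviation from the sum was -4.01. Here the interferon response list deviation from the sum was -0.41.

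A minimum of 100 CPM gave these values. Here the SD across genes was 0.45 in Mll3, 0.85 in Mll4 and 1.68 in Mll3/4, and the Pearson correlation of the Mll3 with the Mll4 ratio was -0.128. For its part, the Spearman correlation of the Mll3 with the Mll4 ratio was -0.294, and the Pearson correlation of the Mll3 with the double ratio was 0.434. For its part, the Spearman correlation of the Mll3 with the double ratio was -0.123, and the Pearson correlation of the Mll4 with the double ratio was 0.0554. For its part, the Spearman correlation of the Mll4 with the double ratio was 0.277, and the Pearson correlation of summed single ratios with the double ratio was 0.268. For its part, the Spearman correlation of summed single ratios with the double ratio was 0.198, and the HSC list median was 0.22 in Mll3, -1.16 in Mll4 and -4.23 in Mll3/4. Here the myeloid list median was 3.51 in Mll4, and the B lymphoid list median was 0.69 in Mll4. Then the interferon response list median was 0.20 in Mll3, -0.66 in Mll4 and -1.27 in Mll3/4 (reversed), and the S phase list median was -0.22 in Mll4 and -0.28 in Mll3/4. Here the G2M phase list median was 0.064 in Mll3 and -0.11 in Mll4, and the HSC list deviation from the sum was -3.23. Then the interferon response list deviation from the sum was -1.0, and the S phase list deviation from the sum was -0.27. Then the G2M phase list deviation from the sum was 0.11 (reversed).

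The looser cell filter gave these values. Here the SD across genes was 0.37 in Mll3, and the Spearman correlation of the Mll3 with the Mll4 ratio was -0.204. Then the Spearman correlation of the Mll4 with the double ratio was 0.261, and the Spearman correlation of summed single ratios with the double ratio was 0.243. The HSC gate share was 22.5% in control, 6.6% in Mll4 and 3.3% in Mll3/4, and the MPP1 gate share was 15.4% in control. The MPP2 gate share was 1.92% in Mll4 and 1.21% in Mll3/4, and the MPP3 gate share was 64.7% in Mll4. The MPP4 gate share was 19.3% in Mll4 and 55% in Mll3/4, and the CD150+CD135+ gate share was 25.8% in Mll3/4. The CD150+CD48- share was 28.4% in Mll3/4, and the B-lineage-like share was 95.8% in Mll3/4. The HSC-like share was 43.5% in control, 41.8% in Mll3 (reversed) and 0.283% in Mll4, and the granulocyte-monocyte-like share was 18.9% in Mll4. The CD150 centred log ratio was -1.32 in Mll4 (reversed), and the CD150 share of antibody counts was 4.46% in control, 11.9% in Mll3, 2.06% in Mll4 and 3.44% in Mll3/4. The CD48 centred log ratio was 2.99 in Mll4, and the CD48 share of antibody counts was 64.5% in control, 46.4% in Mll3, 78.8% in Mll4 and 44.3% in Mll3/4. The CD201 centred log ratio was -0.806 in Mll4, and the CD201 share of antibody counts was 3.05% in control, 2.85% in Mll3, 2.1% in Mll4 and 2.7% in Mll3/4. The CD135 centred log ratio was -1.32 in Mll4, and the CD135 share of antibody counts was 1.42% in control, 1.14% in Mll4 and 2.8% in Mll3/4. The CD117 centred log ratio was 0.596 in Mll4, and the CD117 share of antibody counts was 14.5% in control, 20.7% in Mll3, 10.7% in Mll4 and 45.2% in Mll3/4. The CD34 share of antibody counts was 12.1% in control, 16.7% in Mll3, 5.23% in Mll4 and 1.61% in Mll3/4, and the myeloid list median within the MPP3 gate was 3.04 in Mll4. Here the myeloid list median within the MPP4 gate was -0.44 in Mll3.

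Whole-LSK medians with gates weighted to control shares gave these values. Here the HSC list median was -0.089 in Mll3 (reversed), -0.097 in Mll4 and -4.07 in Mll3/4, and the myeloid list median was 0.84 in Mll3, 2.75 in Mll4 and -3.06 in Mll3/4. The B lymphoid list median was 3.45 in Mll3 and 0.040 in Mll4, and the interferon response list median was -0.18 in Mll4 and 0.21 in Mll3/4. Here the S phase list median was 0.26 in Mll3, -0.18 in Mll4 and -0.39 in Mll3/4, and the G2M phase list median was 0.46 in Mll3 and -0.11 in Mll4.

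Keeping doublets gave these values. Here the B lymphoid list median was 2.99 in Mll3 and 8.5 in Mll3/4, and the G2M phase list median was 0.31 in Mll3. The MPP2 gate share was 4.28% in control, 2.77% in Mll3 and 2.9% in Mll4, and the HSC-like share was 17.7% in control, 28.8% in Mll3 and 0.459% in Mll4. The G2M transcript share was 35.8% in Mll3 and 32.1% in Mll4, and the CD150 share of antibody counts was 4.36% in control, 11.9% in Mll3 and 2.04% in Mll4. The CD48 share of antibody counts was 64.6% in control, 46.2% in Mll3, 79.2% in Mll4 and 44.5% in Mll3/4, and the CD201 share of antibody counts was 2.96% in control, 2.8% in Mll3, 1.98% in Mll4 and 2.6% in Mll3/4. The CD135 centred log ratio was -1.43 in control, and the CD135 share of antibody counts was 1.37% in control, 1.53% in Mll3 and 1.08% in Mll4. The CD117 share of antibody counts was 14.5% in control, 20.9% in Mll3, 10.5% in Mll4 and 45.2% in Mll3/4, and the CD34 share of antibody counts was 12.2% in control, 16.6% in Mll3 and 5.2% in Mll4. Here the B lymphoid list median within the MPP3 gate was 8.27 in Mll3/4, and the myeloid list median within the MPP4 gate was -0.41 in Mll3.

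Antibody counts per 1000 of the cell gave these values. The HSC gate share was 6.93% in control, 16.6% in Mll3, 2.67% in Mll4 and 0.81% in Mll3/4, and the MPP1 gate share was 3.58% in control, 6.51% in Mll3, 4.17% in Mll4 (reversed) and 1.01% in Mll3/4. The MPP2 gate share was 2.9% in control, 1.21% in Mll3, 1.84% in Mll4 and 0.766% in Mll3/4, and the MPP3 gate share was 33.9% in control, 16.3% in Mll3 and 60.8% in Mll4. The MPP4 gate share was 23.7% in control, 18.6% in Mll3, 18.7% in Mll4 (reversed) and 19.9% in Mll3/4 (reversed), and the CD150+CD135+ gate share was 29% in control, 40.8% in Mll3, 11.8% in Mll4 and 66.6% in Mll3/4. The CD150+CD48- share was 35.2% in control, 57.1% in Mll3, 13% in Mll4 and 66.4% in Mll3/4.

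A threshold per library gave these values. The HSC gate share was 20.4% in control, 29% in Mll3, 4.25% in Mll4 and 16.1% in Mll3/4, and the MPP1 gate share was 5.36% in control, 7.12% in Mll3, 1.97% in Mll4 and 13.9% in Mll3/4 (reversed). The MPP2 gate share was 5.28% in control, 2.72% in Mll3, 1.74% in Mll4 and 2.63% in Mll3/4, and the MPP3 gate share was 26.1% in control, 16.9% in Mll3, 30.2% in Mll4 and 14.5% in Mll3/4. The MPP4 gate share was 32.7% in control, 28.1% in Mll3, 58% in Mll4 and 28.9% in Mll3/4 (reversed), and the CD150+CD135+ gate share was 10.2% in control, 16.2% in Mll3, 3.84% in Mll4 and 24% in Mll3/4. The CD150+CD48- share was 29.95% in control, 44.9% in Mll3 and 39.6% in Mll3/4.

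Antibody counts that were not centred gave these values. The HSC gate share was 15% in control, 21.1% in Mll3, 4.36% in Mll4 and 0.46% in Mll3/4, and the MPP1 gate share was 20.6% in control, 11.2% in Mll3 (reversed), 8.11% in Mll4 and 26.4% in Mll3/4 (reversed). Here the MPP2 gate share was 2.51% in control, 1.78% in Mll4 and 0.197% in Mll3/4, and the MPP3 gate share was 33.8% in control, 12.6% in Mll3, 49% in Mll4 and 6.13% in Mll3/4. The MPP4 gate share was 23.4% in control, 28.1% in Mll3 (reversed), 32% in Mll4 and 62.9% in Mll3/4, and the CD150+CD135+ gate share was 4.8% in control, 25.1% in Mll3, 4.69% in Mll4 and 3.9% in Mll3/4 (reversed). The CD150+CD48- share was 18.5% in control, 41.8% in Mll3, 6.29% in Mll4 and 3.24% in Mll3/4 (reversed), and the HSC list median within the MPP1 gate was -0.050 in Mll3, -0.35 in Mll4 and -8.54 in Mll3/4. Here the myeloid list median within the MPP1 gate was 0.048 in Mll3, 2.07 in Mll4 (reversed) and -7.85 in Mll3/4, and the B lymphoid list median within the MPP1 gate was 1.02 in Mll4. Here the HSC list median within the MPP3 gate was -0.55 in Mll3 and -3.09 in Mll3/4, and the myeloid list median within the MPP3 gate was 1.03 in Mll3, 2.57 in Mll4 and -2.19 in Mll3/4. Here the B lymphoid list median within the MPP3 gate was 0.037 in Mll4 and 7.27 in Mll3/4, and the HSC list median within the MPP4 gate was 0.19 in Mll3, -0.58 in Mll4 and -3.85 in Mll3/4. Then the myeloid list median within the MPP4 gate was 0.29 in Mll3 (reversed), 3.31 in Mll4 and -6.35 in Mll3/4, and the B lymphoid list median within the MPP4 gate was 3.36 in Mll3, 1.09 in Mll4 and 8.32 in Mll3/4.

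Otsu thresholds gave these values. Here the HSC gate share was 2.52% in Mll3/4, and the MPP1 gate share was 10.8% in control, 13.1% in Mll3, 4.36% in Mll4 and 1.29% in Mll3/4. Here the MPP2 gate share was 4.51% in control and 2.79% in Mll3, and the MPP3 gate share was 39.3% in control, 19.6% in Mll3, 61% in Mll4 and 6.52% in Mll3/4. Here the MPP4 gate share was 18.5% in control, 15.5% in Mll3, 23.4% in Mll4 and 42% in Mll3/4, and the CD150+CD135+ gate share was 3.53% in control, 6.84% in Mll3, 1.15% in Mll4 and 45.7% in Mll3/4. Here the CD150+CD48- share was 26.8% in control, 48.8% in Mll3 and 45.7% in Mll3/4.

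A control reference without the fixed genes gave these values. The B-lineage-like share was 3.84% in control, 5.53% in Mll3, 1.15% in Mll4 and 82.2% in Mll3/4, and the HSC-like share was 13.2% in control, 21.6% in Mll3, 4.73% in Mll4 and 8.17% in Mll3/4. The granulocyte-monocyte-like share was 3.09% in control, 3.36% in Mll3 and 52.5% in Mll4.

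A control reference gave these values. The B-lineage-like share was 96.9% in Mll3/4, and the HSC-like share was 20.9% in control, 6.64% in Mll4 and 1.01% in Mll3/4. The granulocyte-monocyte-like share was 2.98% in control, 3.33% in Mll3 and 53.7% in Mll4.

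Leiden resolution 0.3 gave these values. The HSC-like share was 49.4% in control, 46.3% in Mll3 (reversed) and 16.9% in Mll4.

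Leiden resolution 1 gave these values. The HSC-like share was 14.8% in control, 29.5% in Mll3 and 19% in Mll4 (reversed).

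Random seed 1 gave these values. The HSC-like share was 27.7% in control, 38.3% in Mll3 and 0.499% in Mll4.

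Clustering without the fixed genes gave these values. Here the HSC-like share was 32.5% in control, 34.7% in Mll3 and 0.456% in Mll4.

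A minimum of 1 UMI gave these values. The B-lineage transcript share was 10.2% in control, 15.9% in Mll3 and 21.3% in Mll4.

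Unthinned cells gave these values. The B-lineage transcript share was 11.1% in control, 17.9% in Mll3, 31.3% in Mll4 and 99.7% in Mll3/4, and the G2M transcript share was 50.7% in control, 53.5% in Mll3, 54.4% in Mll4 (reversed) and 36.3% in Mll3/4.

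Leaving out Il7r gave these values. The B-lineage transcript share was 1.17% in control, 4.37% in Mll3 and 3.06% in Mll4.

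A minimum of 5 UMIs per cell gave these values. The G2M transcript share was 26.3% in control, 28.1% in Mll3, 25.2% in Mll4 and 18% in Mll3/4.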

Other observations

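Chosen only after the result was seen were the tests of carry-over and doublets, of free RNA as a source of myeloid transcripts, of an impure sort, of strain DNA in the Mll3/4-labelled library, of Tpm3-rs7 and of immediate early genes. The tests of free RNA in B-lineage-like cells, of added myeloid cells and of strain DNA in the other mutant libraries were planned beforehand.

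The Mll3-labelled library held 143 B-lineage-like cells. Carry-over from the Mll3/4-labelled library is argued against: 5 genes high in that library stood to the B list at 0.896% of their ratio there. Doublets are argued against by a median of 3.21% of the other cells' level over 14 genes. For free RNA, these cells would hold about their 2.46% share of the B list UMIs. They held 27.7%, which is above that share but falls short of most of them, the outcome predicted for transcripts made in these cells. The rest was mainly Ighm, with 76298 UMIs of which 3.56% lay in these cells. Over the 13 genes of the B-lineage share the value was 81.2%. Free RNA is thereby argued against. An impure sort was not tested for these cells, whose Kit was at 16.7 CPM against 214 in the control. An impure sort and a biological difference both stay open.

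The myeloid list was higher in the Mll4-labelled library. Free RNA is argued against as the main source, since granulocyte-monocyte-like cells held 85.5% of the list's UMIs and 40.3% of all UMIs. Added cells with no change in HSC-like cells cannot be told apart from a change within those cells. Within HSC-like cells of a control reference the median was 3.63 over 7 genes, near the whole-LSK value of 3.34, which was the outcome predicted against added cells alone. It is not read that way, because 4 genes rose and 3 fell. Mpo, Elane and Ctsg rose to 3.58%, 2.99% and 2.62% of their library level, as free RNA could give, but Hp rose to 68.2% of its own, far above that. A change within these cells therefore stays open.

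Clusters 8, 10, 13 and 14 made up 43.4% of the Mll4-labelled cells. An impure sort of cells without CD117 was weighed through the share of cells below the 5th percentile of control CD117 counts. For cluster 13 an impure sort may be the source, since 73.6% of its cells lay below. For cluster 14 a lack of CD117 is argued against by 2.05%, which leaves open mast cells that passed the sort because they carry CD117. For clusters 8 and 10, at 23.7% and 21.6%, an impure sort and a genotype effect cannot be told apart. Most of their cells lay above that percentile but more than 5% lay below, and these counts also carry antibody depth. Median antibody counts there were 2515 and 2972, against 2057 in the other Mll4-labelled cells. Median CD117 counts were lower, at 92 and 112 against 177, but Kit transcripts were not clearly lower, at 648 and 233 CPM against 236. Of those other cells, 8.78% lay below the percentile. The myeloid list median of this library did not rest on the 4 clusters, at 3.35 without them, while the B lymphoid list median did, at -0.03.

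The share of Tpm3-rs7 in its pair with Tpm3 was 22.4%, 53.2%, 1.06% and 18.3% over the libraries. Within a library it ranged over at most 5.92 percentage points between clusters, so reads split between near-identical sequences by something shared by a whole library may be the source. Whether that is a strain variant was not tested, and no biological explanation was tested.

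Strain DNA around the targeted loci is argued against as the source of the differences from control. In the Mll3-labelled library the median absolute log2 ratio within 20 Mb of Kmt2c (88 genes) was at percentile 1.49 of windows of as many genes, and in the Mll4-labelled library that near Kmt2d (119 genes) at percentile 3.39. In the Mll3/4-labelled library the percentiles were 0 near Kmt2c and 24.5 near Kmt2d. A few genes near a locus would not move these medians.

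Immediate early genes had a median log2 ratio of 1.03 in the Mll3-labelled library over 8 of 10 genes. The list was higher in 9 of 9 clusters of the control reference, from 0.74 to 1.37, so handling of the cells before lysis may be the source. An effect of the genotype on all cells would look alike and stays open.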
